A study of Mus musculus with 6 samples.

How the data were processed

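Total RNA was isolated with TRIzol and turned into strand-specific sequencing libraries with a commercial directional kit, per the labels' protocols. The series held 6 libraries, 3 from WT and 3 from Cdh1 knockout V6.5 mouse embryonic stem cells. Genotypes and the replicate letters A, B and C were taken from the sample titles.

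The authors deposited 1 table of raw counts per gene, whole numbers that are not normalized, with the exon coordinates and the exon length of each gene beside them. The aligner, the counting program, its strand setting and the genome build are not stated in the labels or the file header. The layout of the columns is the one that featureCounts writes, per the file header. The table listed 55401 genes by versioned Ensembl identifiers. Of these, 54349 matched GENCODE M21, an annotation of the mouse genome build GRCm38, in identifier and version, and 55141 received a gene symbol. The exons of 37941 genes were equal to those of GENCODE M21. Coordinates in the text are those of the GRCm38 annotation. Every count column was matched to 1 sample, and 22984 genes had 0 counts in every library.

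Low counts gave a hint of how reads were counted. Among counts from 1 to 10, between 78.1% and 83.1% of the values in a library were even, against 50.2% to 52.1% among counts over 1000. An excess of even values can arise when both mates of a read pair are counted as separate reads, which the labels do not state. For this reason the floor, under which a level is not distinguished from 0, was set to 6 counts. It equals 3 read pairs if both mates were counted. In a single library the floor lay between 0.262 CPM and 0.332 CPM. Counting error would then follow the number of read pairs. Such floors cover counting error only, since PCR copies are not independent molecules.

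Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes with too few counts were removed by filterByExpr by group with its defaults, a smallest count of 10 and a smallest total of 15, which left 17325 of 32417 genes with at least 1 count. Library sizes were scaled by TMM. A quasi-likelihood model (glmQLFit and glmQLFTest) was fitted to all 6 libraries with genotype as its only term, and p-values were adjusted by the Benjamini-Hochberg method over all tested genes. A gene was called at an adjusted p under 0.05. Standard errors of log2 fold changes were derived from the F statistic. Levels are CPM after TMM scaling, given as mean ± SD of 3 libraries. The common biological coefficient of variation was 0.137. Where all libraries of a genotype lay at or under the floor, the fold was computed against the floor and given as a lower bound.

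Gene lists, tests and the rule for naming genes were fixed before the data were examined. The 2 lists of adherens junction genes and Wnt pathway components were reported gene by gene. The 11 gene sets, of beta-catenin/TCF targets, naive, general, and primed and formative pluripotency genes, mesoderm and endoderm, neuroectoderm, epithelial, mesenchymal transition, fibroblast, imprinted and two-cell-like genes, were tested with camera of limma 3.58.1 at a preset correlation between genes of 0.01. Its tests were two-sided and its p-values were adjusted over the 11 sets. Some genes belong to more than 1 list. Each chromosome with at least 5 tested genes was tested as a set in the same way, and called at an adjusted p under 0.05 with a shift over 0.1. Per-library chromosome medians used genes with a mean of at least 100 counts, log2 CPM with a prior count of 2, and windows of 10 Mb with at least 5 genes. Intervals of the chromosome ratios came from 10000 bootstrap samples of genes and cover the spread between genes, not between cell cultures.

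The rule named Cdh1, Ctnnb1, Axin2, Lef1, T and Sp5, every called gene of the adherens junction list, and up to 5 called members of each other list with the largest changes. It also named the 8 highest and 8 lowest log2 fold changes among called genes with a mean of at least 50 counts and separated groups. Genes outside this rule are marked as chosen after their values were seen, except Xist and Kdm5d, which were fixed with the chromosome test. A result for 1 gene that the rule names is not reported here.

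Alternatives were other scaling factors (RLE, upper quartile, library totals), other filters, DESeq2 1.42.0, limma-voom, a fold threshold of 1.5 with glmTreat, the replicate letter as a block, the fits that each left out one library, and fry or an estimated correlation for gene sets. Further alternatives were added after the data were seen. They were counts divided by 2, removal of chromosomes 1, 14 and Y, removal of each library's median of chromosomes 1 and 14, removal of a trend on GC content and gene length, and removal of the Dlk1-Meg3 region. GC content was known for 99.9% of the tested genes.

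The procedure was tested on simulated data. Counts were drawn for 17325 genes from the observed means, dispersions and library sizes, with 200 genes changed 2-fold or 4-fold and chromosome 8 shifted by 0.3. Of the 187 changed genes that passed the filter, 155 (82.9%) were called, 93.6% of the 4-fold and 72.0% of the 2-fold changes, each in the simulated direction. Of 254 called genes, 23 (9.06%) were neither changed nor on chromosome 8, more than the 5% that the threshold aims at. The recovered shift of chromosome 8 was 0.28. In a simulation of 17325 genes with no change, 0 genes, 0 sets and 0 chromosomes were called, and 801 genes had an unadjusted p under 0.05. The simulated genes were drawn independently of each other. The run therefore could not show false calls of sets or chromosomes that arise from correlation between genes.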

Results

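RNA from mouse embryonic stem cells was sequenced to compare unmodified cells with cells lacking the adhesion protein E-cadherin. Both groups belonged to V6.5, an embryonic stem cell line derived from hybrid mouse embryos. The first group was wild type (WT), and in the second both copies of Cdh1, the gene that encodes E-cadherin, were disrupted (Cdh1 knockout). E-cadherin holds neighbouring cells together, and its cytoplasmic tail binds beta-catenin, a protein that also activates transcription with TCF and LEF factors in Wnt signalling. The title of the series concerns the effect of E-cadherin on the stability and the transcriptional activity of beta-catenin. Counts of RNA reads bear on transcription and carry no measurement of protein stability.

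Each genotype had 3 libraries, named A, B and C. The total count of the WT libraries was 21607140 in A, 19649593 in B and 20077158 in C. The total count of the knockout libraries was 18020719 in A, 23381942 in B and 20292660 in C. The 10 most counted genes held between 4.75% and 5.28% of a library's counts, and mitochondrial genes held between 0.993% and 1.21%. Across genes, which are not independent replicates, the Spearman correlation of log2 counts scaled to library size (CPM) lay between 0.985 and 0.990 for 2 libraries of one genotype and between 0.975 and 0.980 for libraries of different genotypes. The first principal component held 45.2% of the variance and separated the genotypes. The second held 20.9% and set knockout replicate A at 43.5, apart from knockout replicates B at -11.7 and C at -25.8. For 2 libraries of one genotype the chi-square per degree of freedom against counting noise lay between 8.14 and 18.4. Separate libraries can be expected to exceed counting noise, and counting both mates of a read pair would raise this value. No conclusion was drawn from it.

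The targeted gene was examined first, because it checks the labels of the libraries. Cdh1 (ENSMUSG00000000303.12) lies on the plus strand of chromosome 8 from 106603351 to 106670246 in GRCm38. Its level was 569 CPM, 571 CPM and 537 CPM in WT replicates A, B and C, and 168 CPM, 183 CPM and 166 CPM in the knockout replicates. The means were 559 CPM in WT and 173 CPM in the knockout (n = 3 each), so 30.9% of the WT level was left. The log2 fold change was -1.70 with a standard error of 0.08 and an adjusted p of 2.9e-08 in edgeR's quasi-likelihood test. Over 14 alternative settings the log2 fold change of Cdh1 ranged from -1.73 to -1.66. The counts are summed over all exons of a gene and do not show which part of the Cdh1 transcript the remaining reads came from.

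The next comparison asked whether loss of E-cadherin changed the transcripts of beta-catenin and its partners. Ctnnb1 (ENSMUSG00000006932.17, chromosome 9, 120933400 to 120960507), which encodes beta-catenin, was counted at 811 ± 54.4 CPM in WT and 853 ± 68.2 CPM in the knockout (SD, n = 3 each). Its log2 fold change of 0.07 (standard error 0.09, adjusted p 0.653) was smaller than the spread between replicates. Of 17 listed adherens junction and catenin genes, 15 had enough counts to be tested, and 5 of them passed an adjusted p of 0.05, Cdh1 included. Adjusted over the list alone, 7 passed. Cdh2, which encodes N-cadherin, fell from 7.95 ± 0.450 CPM to 3.19 ± 0.706 CPM (log2 fold change -1.32, adjusted p 0.00130). Cdh4 rose from 4.83 ± 0.608 CPM to 9.19 ± 1.39 CPM (log2 fold change 0.93, adjusted p 0.00682). Ctnnal1 had a log2 fold change of -0.86 (adjusted p 7.9e-05). Ctnna1, the gene of alpha-catenin, rose from 648 ± 19.9 CPM to 817 ± 31.3 CPM (log2 fold change 0.33, adjusted p 0.00948), but its adjusted p was 0.0628 without WT replicate A. Counts of called genes in this list ranged from 4 to 7 over 14 alternatives.

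Transcripts of the Wnt pathway were examined as a second list. All 27 listed pathway genes were tested, and 3 passed the threshold, against 2 when adjusted over the list alone. Lef1, a DNA-binding partner of beta-catenin, fell from 12.4 ± 1.71 CPM to 1.14 ± 0.378 CPM (log2 fold change -3.42, standard error 0.26, adjusted p 2.4e-06). The annotation places 34.5% of the exon bases of Lef1 under a gene on the opposite strand, and the strand setting of the counting is not stated, so this value carries that uncertainty. The receptor gene Fzd7, on chromosome 1, had a log2 fold change of -0.94 (adjusted p 2.1e-05). Porcn had a log2 fold change of 0.35 at the edge of the threshold (adjusted p 0.0495), and it failed the threshold in 5 of the 6 fits that each left out one library, with an adjusted p of 0.182 without WT replicate C. Leaving out a library gave 2 or 3 called genes in this list.

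**Figure D1:**
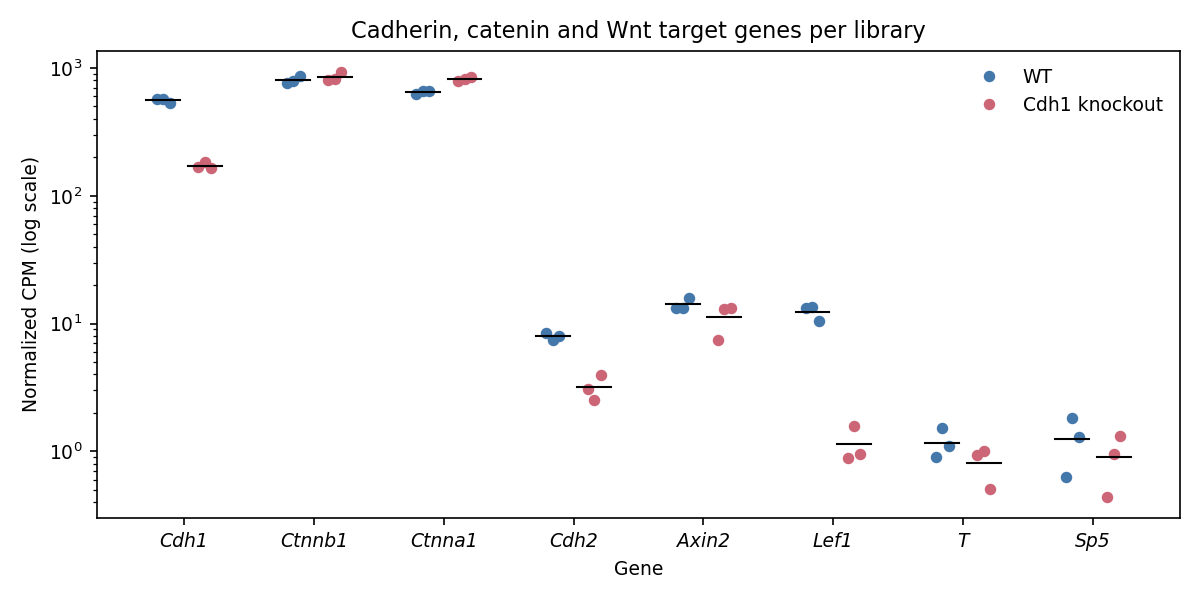
Normalized level of 8 genes in each library, in CPM on a log axis, with WT in blue, Cdh1 knockout in red and the mean of 3 libraries as a black line. Cdh1, Cdh2 and Lef1 lay lower in every knockout library than in any WT library, Ctnna1 lay higher, and the libraries overlapped for Ctnnb1, Axin2, T and Sp5.

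Genes described as direct targets of beta-catenin and TCF served as a readout of its transcriptional activity. The median log2 fold change of the 23 tested targets was -0.33, and the set passed the camera test with an adjusted p of 0.0354. The call depended on single libraries. The adjusted p was 0.0511 without WT replicate A, 0.0932 without WT replicate B, 0.0702 without WT replicate C and 0.281 without knockout replicate A. Among single targets, 2 were called higher and 3 lower, and 8 were called when adjusted over the list alone. Axin2 was counted at 14.1 ± 1.43 CPM in WT and 11.2 ± 3.31 CPM in the knockout (log2 fold change -0.33, standard error 0.20, adjusted p 0.336). Its log2 fold change ranged from -0.46 to -0.10 over the 6 fits that each left out one library, and was nearest 0 without knockout replicate A, at 7.41 CPM the lowest of the libraries. T, also called Brachyury, had a log2 fold change of -0.51 (adjusted p 0.521) and Sp5 one of -0.45 (adjusted p 0.636), both at about 1 CPM, a depth at which differences of this size were not detectable. The called targets moved in both directions. Besides Lef1, Sp8 had a log2 fold change of -2.28 (adjusted p 0.000599). Bmp4, on chromosome 14, rose from 10.2 ± 1.22 CPM to 33.5 ± 6.65 CPM (log2 fold change 1.72, adjusted p 8.5e-06). Notum had a log2 fold change of 1.15 (adjusted p 0.0143), with 38.3% of its exon bases under genes of the opposite strand, and an adjusted p of 0.0802 without knockout replicate B.

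Over the whole transcriptome, 2307 of 17325 tested genes passed an adjusted p of 0.05 in edgeR's quasi-likelihood test, 1317 higher and 990 lower in the knockout. At an unadjusted p under 0.05 there were 4622 genes. More than 2-fold changes were found for 631 of the called genes, 283 higher and 348 lower. In 2255 of the called genes all knockout libraries lay on one side of all WT libraries. This separation held for 30.7% of all tested genes, against 10% by chance for 3 libraries against 3. The alternative that moved the count most was a stricter adjusted p of 0.01, which gave 1242 genes. Leaving out WT replicate A gave 1374 genes, leaving out WT replicate B gave 1470, and leaving out knockout replicate A gave 2784. Of the called genes, 621 (26.9%) lay on chromosomes 1, 14 and Y, which held 9.41% of the tested genes.

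Among called genes with a mean of at least 50 counts and separated groups, the highest log2 fold change belonged to the homeobox gene Nkx6-3 (ENSMUSG00000063672.7, chromosome 8, 23153269 to 23158948). It rose from 1.69 ± 0.379 CPM to 21.2 ± 2.76 CPM (log2 fold change 3.64, standard error 0.21, adjusted p 1.8e-07). The next 7 were Cemip, Ano3, Pou4f2, Fbp2, Mras, Sox7 and Srgn, with log2 fold changes from 2.78 down to 2.17. The most abundant of these, Mras, rose from 16.1 ± 1.42 CPM to 73.9 ± 22.5 CPM. The 8 lowest were Meg3, Rian, Ddx3y, Uty, Mirg, Eif2s3y, Lef1 and Acta2. The noncoding RNA Meg3 (ENSMUSG00000021268.17, chromosome 12, 109541005 to 109571726) fell from 187 ± 30.9 CPM to 0.244 ± 0.181 CPM (log2 fold change -9.63, adjusted p 8.2e-12). Acta2 fell from 6.66 ± 2.39 CPM to 0.690 ± 0.462 CPM (log2 fold change -3.30, adjusted p 0.000127).

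The remaining gene sets asked whether the knockout cells differed in pluripotency, lineage or epithelial genes. With the preset correlation between genes, camera called 7 of 11 sets. Under fry 5 of these calls held, with the mesoderm and endoderm set at an adjusted p of 0.0578 and the two-cell-like set at 0.374. Under an estimated correlation the set of imprinted genes alone was called.

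The median log2 fold change of the 16 naive pluripotency genes was 0.27 (camera adjusted p 0.105), with 5 called higher and 3 lower and 11 called when adjusted over the list alone. Without knockout replicate A the median was 0.42 (adjusted p 1.4e-05), and without WT replicate C it was 0.37 (adjusted p 0.0306). Klf4 rose from 237 ± 41.7 CPM to 513 ± 135 CPM (log2 fold change 1.12, adjusted p 0.000398). Tfcp2l1 rose from 347 ± 29.2 CPM to 562 ± 58.9 CPM (log2 fold change 0.69, adjusted p 0.000222). Dppa3 fell from 8.99 ± 1.76 CPM to 3.36 ± 1.08 CPM (log2 fold change -1.43, adjusted p 0.00178). The 12 general pluripotency genes had a median of -0.05 (camera adjusted p 0.619), with 3 called, 4 when adjusted over the list alone, and a median of 0.05 without WT replicate C or knockout replicate A. Tdgf1 had a log2 fold change of 0.63 (adjusted p 0.000175) and Lin28a one of -0.79 (adjusted p 2.4e-05). The 13 tested primed and formative genes had a median of -0.49 (camera adjusted p 2.5e-07), with 7 called lower, 2 higher and 11 when adjusted over the list alone. Otx2 fell from 31.9 ± 5.40 CPM to 6.03 ± 2.94 CPM (log2 fold change -2.39, adjusted p 4.2e-05). Zic2 had a log2 fold change of -1.43 (adjusted p 1.4e-05) and Sox4 one of -0.94 (adjusted p 1.5e-05).

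Lineage sets moved in different directions. The 11 tested neuroectoderm genes had a median log2 fold change of -0.49 (camera adjusted p 0.000481), with 5 called lower, 1 higher and 6 when adjusted over the list alone. Pax6 fell from 17.3 ± 3.82 CPM to 1.98 ± 0.680 CPM (log2 fold change -3.14, adjusted p 3.5e-06). The 17 tested mesoderm and endoderm genes had a median of 0.25 (camera adjusted p 0.00414), with 6 called higher, also 6 when adjusted over the list alone, and 0 called lower. At an unadjusted p under 0.05, 6 were higher and 1 lower. The called genes were Sox17, Sox7, Gata4, Foxa2, Bmp4 and, named after its values were seen, Gata6. Members not called, apart from T also named after their values were seen, lay on both sides of 0. T, Mixl1, Cxcr4, Fgf8, Kdr, Tbx6 and Hand1 had log2 fold changes from -1.16 to -0.35. Eomes, Gsc, Mesp2 and Wnt3 had ones from 0.01 to 0.63. The call therefore does not describe a rise of the whole list. Without WT replicate A the median was 0.08, and without WT replicate C it was 0.41. Sox17 rose from 1.96 ± 0.767 CPM to 8.67 ± 2.11 CPM (log2 fold change 2.15, adjusted p 0.000238), Sox7 had a log2 fold change of 2.18 and Gata4 one of 1.70. Foxa2 had at most 6 counts in each WT library and was at least 3.69-fold higher in the knockout. Its call was lost in 4 of the 6 fits that each left out one library, with an adjusted p of 0.180 without knockout replicate C. Sox7, Gata4 and Bmp4 lie on chromosome 14, and without the genes of chromosomes 1, 14 and Y the set had a median of 0.01 (adjusted p 0.639). With the medians of chromosomes 1 and 14 removed and all members kept, it had a median of 0.25 (adjusted p 0.00688).

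The 20 epithelial genes had a median log2 fold change of -0.21 (camera adjusted p 0.122), with 2 called lower, 1 higher and 3 when adjusted over the list alone. Without knockout replicate A the set passed with an adjusted p of 0.00335. The 18 tested mesenchymal transition genes had a median of -0.14 (camera adjusted p 0.00156), with 8 called lower, 3 higher and 12 when adjusted over the list alone. The median moved to -0.67 without knockout replicate C, to -0.05 without knockout replicate A, and to 0.20 without the genes of chromosomes 1, 14 and Y. Tnc had 2 counts in each knockout library and was at least 11.95-fold lower than its WT level of 3.50 ± 0.526 CPM. Zeb2 had a log2 fold change of -1.98 (adjusted p 4.3e-05) and Twist1 one of 1.32 (adjusted p 0.00867). The 13 tested fibroblast genes, listed because feeder cells can accompany stem cell cultures, had a median of 0.09 (camera adjusted p 0.544), with 2 called higher, 3 lower and 5 when adjusted over the list alone. That median was -0.11 without WT replicate B, -0.09 without WT replicate C and -0.01 without knockout replicate B. The 9 tested two-cell-like genes had a median of -0.88 (camera adjusted p 0.0308), with 0 called and 3 lower at an unadjusted p under 0.05. The two-cell-like set failed the threshold without WT replicate C (adjusted p 0.344) and without knockout replicate A (adjusted p 0.247), and its genes have near-identical copies, so their counts are uncertain.

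**Figure D2:**
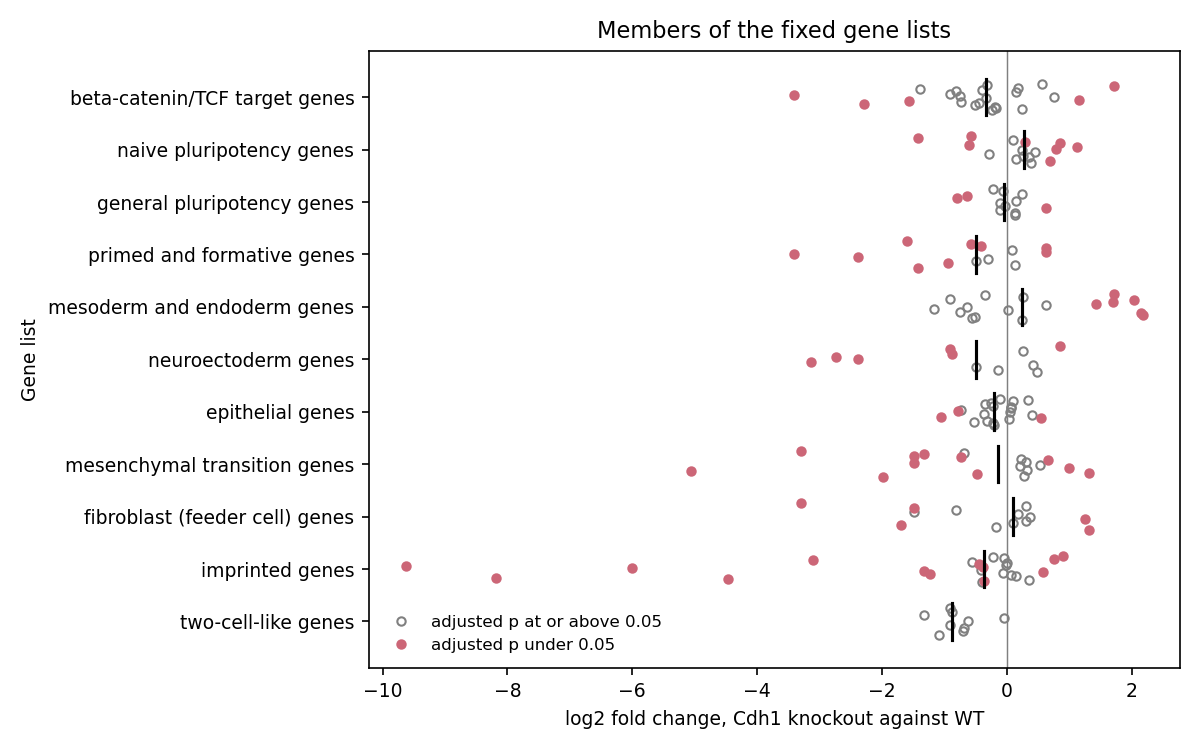
Log2 fold change of each tested member of the 11 fixed gene sets, Cdh1 knockout against WT, with one point per gene, filled red where the adjusted p was under 0.05, and a black line at the median of each set. The medians ran from -0.88 for two-cell-like genes to 0.27 for naive pluripotency genes, and the points of most sets lay on both sides of 0.

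Imprinted genes had a median log2 fold change of -0.37 over 24 genes (camera adjusted p 3.2e-20), with 10 called lower, 3 higher and 13 when adjusted over the list alone. With the 2 members at the floor set to their bounds the median was also -0.37, and without WT replicate C it was -0.24. The low end of the set came from the Dlk1-Meg3 region of chromosome 12. Rian fell from 194 ± 18.2 CPM to 0.702 ± 0.582 CPM (log2 fold change -8.18, adjusted p 1.1e-10). Mirg was at least 22.8-fold lower and Rtl1 at least 7.97-fold lower, with at most 4 counts in any knockout library. Dlk1, at the other end of the region and named after its values were seen, was not called (log2 fold change -0.22, adjusted p 0.757), with 3.43 CPM, 2.62 CPM and 8.58 CPM in the knockout replicates against 4.73 CPM to 6.60 CPM in WT. Without that region the median of the set was -0.06 (adjusted p 0.0686). Outside it, H19 fell from 6.35 ± 1.74 CPM to 0.720 ± 0.454 CPM (log2 fold change -3.11, adjusted p 0.000137).

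A cell line derived from one cell can differ from its parent in chromosome content, so the median of each chromosome was compared. Of 22 chromosomes, 3 had a median log2 fold change more than 0.1 away from that of all genes and passed camera. Chromosome 14 was shifted by 0.53 over 622 genes (adjusted p 2.1e-37), and chromosome 1 by -0.32 over 1002 genes (adjusted p 3.8e-16). The shifts of the 19 chromosomes that were not called lay between -0.04 and 0.07. Over genes with a mean of at least 100 counts, the median of chromosome 14 relative to the other autosomes was 0.55 in knockout replicate A, 0.54 in B and 0.54 in C, and that of chromosome 1 was -0.33, -0.33 and -0.29. In WT libraries these medians lay between -0.01 and 0.01. Every one of 12 windows of 10 Mb along chromosome 14 was higher in the knockout, from 0.31 to 0.64, and every one of 20 windows along chromosome 1 was lower, from -0.44 to -0.17. Expressed as a ratio to WT, chromosome 14 stood at 1.46 (95% bootstrap interval over genes 1.43 to 1.49) and chromosome 1 at 0.801 (0.788 to 0.823). Bmp4, Otx2, Sox7, Gata4 and Zic2 of chromosome 14 and Fzd7, Tfcp2l1, Gbx2 and Sox17 of chromosome 1 passed the threshold also after the median of their chromosome was removed. Klf5 of chromosome 14 then had a log2 fold change of 0.25 in place of 0.79 (adjusted p 0.429), and Map2 of chromosome 1 one of -0.59 in place of -0.90 (adjusted p 0.125). Porcn of the X chromosome also lost its call in that fit (adjusted p 0.0604). With the chromosome median kept, Gbx2 had an adjusted p of 0.0242, but its libraries overlapped between the genotypes. That call was lost without WT replicate A (adjusted p 0.123) and without WT replicate B (adjusted p 0.130).

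**Figure D3:**
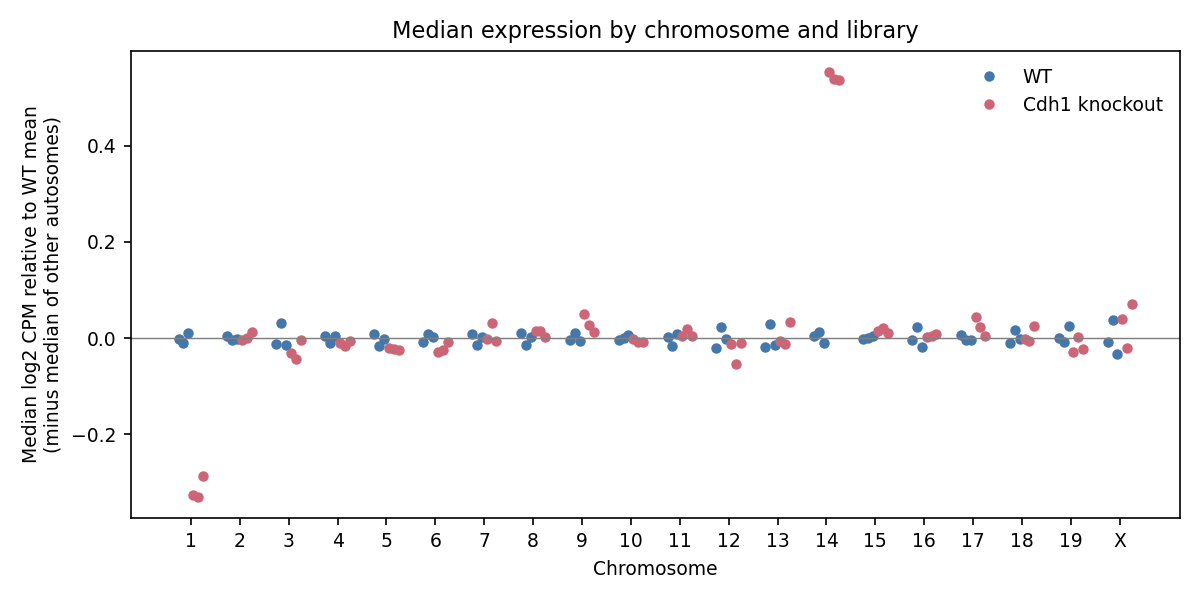
Median log2 CPM of the genes of each autosome and the X chromosome relative to the WT mean and to the median of the other autosomes, one point per library. The knockout libraries lay between 0.54 and 0.55 on chromosome 14 and between -0.33 and -0.29 on chromosome 1.

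**Figure D4:**
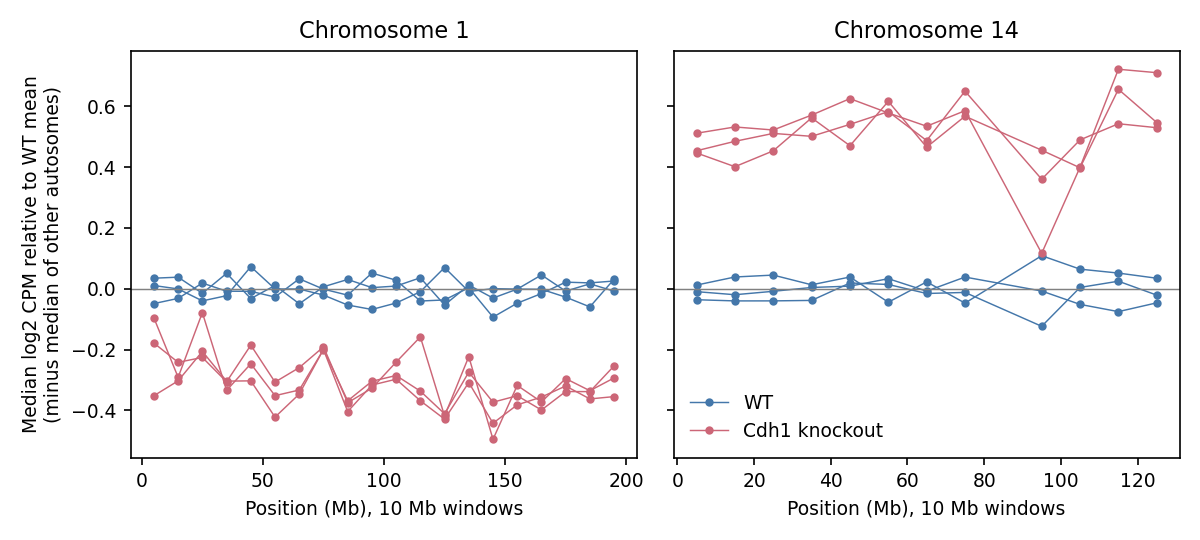
The same median along chromosomes 1 and 14 in windows of 10 Mb, one line per library, for windows with at least 5 genes. Averaged over the knockout libraries, every window of chromosome 1 lay under 0 and every window of chromosome 14 above 0.

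The Y chromosome had 6 tested genes and a shift of -2.55 (camera adjusted p 7.2e-13). It was not tested among genes with a mean of at least 100 counts, which left 2 chromosomes called. Of the 6 genes, Eif2s3y, Uty and Ddx3y, between positions 1010543 and 1286629, fell, and the other 3, from position 90753057 on, were not lower. Of these, Gm21742, named after its values were seen, rose from 3.67 ± 0.256 CPM to 8.16 ± 2.92 CPM (log2 fold change 1.15, adjusted p 0.00771). Gm47283, also named after its values were seen, had a log2 fold change of 0.11. The median of the 6 genes lay in the gap between Gm47283 and Eif2s3y and described no single tested gene. Ddx3y (chromosome Y, 1260771 to 1286629) was listed at 348, 266 and 270 counts in the WT libraries and at 4, 0 and 0 in the knockout libraries, at least 48.4-fold lower. Uty was at least 30.3-fold lower, with 2 counts in each knockout library. Eif2s3y fell from 25.1 ± 2.70 CPM to 0.691 ± 0.566 CPM (log2 fold change -5.23, adjusted p 1.7e-06). These 3 genes have homologues on the X chromosome, and a few reads assigned to the wrong copy cannot be excluded. Kdm5d was listed at 2, 0 and 0 counts in WT and at 0 in each knockout library, both under the floor of 6 counts. Xist was counted at 10.8 ± 2.67 CPM in WT and 16.5 ± 2.07 CPM in the knockout (log2 fold change 0.61, adjusted p 0.0421). Of its exon bases, 11.5% lie under genes of the opposite strand.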

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

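The alternatives named here as removing chromosomes, chromosome medians, the GC and length trend or the Dlk1-Meg3 region, and the halved counts, were chosen after the data were seen. Cdh1 kept its direction and its call under all 14 alternatives run for it. Over the other 61 named genes, 854 alternative values were computed, of which 812 kept the direction and the side of the threshold, 42 kept the direction and lost the call, and 0 changed direction. The losses fell on 11 genes, and 35 of the 42 came from fits that each left out one library, where fewer libraries were compared.

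The number of called genes was 2295 with RLE factors, 2343 with upper-quartile factors, 2326 with library totals, 2799 without a filter, 2574 with DESeq2, 2313 with limma-voom, 2349 with the GC and length trend removed and 2328 with halved counts. Genes higher in the knockout made up 57.1% of the calls with TMM and 49.9% with upper-quartile factors. A threshold of 0.01 gave 1242 genes, and glmTreat against a fold of 1.5 gave 355 in place of the 631 genes with a change over 2-fold. Without chromosomes 1, 14 and Y, 1522 genes were called, all of them also called in the full table. The p-values were those of the full fit, adjusted again over the remaining genes, so this overlap is no separate test. From 1374 to 2784 genes were called across the 6 fits that each left out one library, and from 454 to 773 changed more than 2-fold. The highest value of each came from leaving out knockout replicate A, the library farthest from its replicates on the second principal component.

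Replicate letters paired the libraries weakly at most. The correlation of deviations from the group means was 0.14 for the A libraries, -0.03 for B and 0.23 for C. Between WT and knockout libraries of different letters it ranged from -0.25 to 0.12. A batch shared by the A libraries or by the C libraries is therefore not excluded. With the replicate letter as a block, 2686 genes were called, 672 of them over 2-fold, against 2307 and 631 without it. Under the block Cdh1 had a log2 fold change of -1.70, 5 adherens junction genes and 3 Wnt pathway genes were called, 3 chromosomes were called, and the same 7 gene sets passed, with the beta-catenin/TCF targets at a median of -0.36 (adjusted p 0.0443).

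Gene sets depended most on the test. With a correlation estimated from the data, the adjusted p was 0.192 for the beta-catenin/TCF targets (median -0.33), 0.158 for primed and formative genes (median -0.49), 0.377 for mesoderm and endoderm genes (median 0.25), 0.108 for neuroectoderm genes (median -0.49), 0.194 for mesenchymal transition genes (median -0.14) and 0.580 for two-cell-like genes (median -0.88). The medians did not change with the test. Under fry the mesoderm and endoderm set (median 0.25) and the two-cell-like set (median -0.88) missed the threshold. Without chromosomes 1, 14 and Y the mesenchymal set changed sign to a median of 0.20 (adjusted p 0.0111), while camera still ranked its members lower. The 1 member removed was Fn1 of chromosome 1, and the median stepped across a gap between members that fell and members that rose. Under the same removal the mesoderm and endoderm set fell to 0.0117 (adjusted p 0.639). With chromosome medians removed the naive pluripotency set passed with a median of 0.27 (adjusted p 0.0148), and the mesoderm and endoderm set kept its call with a median of 0.25 (adjusted p 0.00688). The naive pluripotency set did not pass camera without the genes of chromosomes 1, 14 and Y (median 0.24, adjusted p 0.639). Nor did it pass under fry (adjusted p 0.448) or camera with an estimated correlation (adjusted p 0.701). The beta-catenin/TCF targets passed camera without the genes of chromosomes 1, 14 and Y (median -0.37, adjusted p 0.00562). They also passed it with chromosome medians removed (median -0.40, adjusted p 0.00680). Their call was nonetheless lost with an estimated correlation (adjusted p 0.192). Without the Dlk1-Meg3 region the imprinted set had a median of -0.0590 (adjusted p 0.0686). Apart from the removal of members, the cause of these changes was not tested.

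Across the 6 fits that each left out one library, the median of the beta-catenin/TCF targets ranged from -0.43 to -0.25 (adjusted p from 0.0206 to 0.281) and that of naive pluripotency genes from 0.21 to 0.42 (1.4e-05 to 0.394). The median of general pluripotency genes ranged from -0.11 to 0.0515 (0.330 to 0.929), that of epithelial genes from -0.23 to -0.11 (0.00335 to 0.467), that of fibroblast genes from -0.11 to 0.0719 (0.199 to 0.940) and that of two-cell-like genes from -1.26 to -0.23 (0.00298 to 0.344). General pluripotency genes turned positive without WT replicate C (0.0515) and without knockout replicate A (0.0468). Fibroblast genes turned negative without WT replicate B (-0.11), WT replicate C (-0.0901) and knockout replicate B (-0.0150). The primed, neuroectoderm, mesoderm and endoderm, mesenchymal and imprinted sets kept their direction and call in these 6 fits.

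Chromosomes 1, 14 and Y were called under the 11 alternatives run, with the exception of the minimum of 100 counts, which left chromosomes 1 and 14 because Y then had too few genes. Depth limits genes near the floor of 6 counts. For T and Sp5, at about 1 CPM, the log2 fold change over 14 alternatives ranged from -0.69 to -0.26 and from -0.79 to -0.08.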

Other observations

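The tests of GC content and gene length matched by chromosome, of the genes beside the imprinted region and of the 2 added gene lists were written before their values were seen. So were the other splits of the libraries, although the real split was known. The remaining tests were chosen after the result was seen, including the GC and length trend over all genes and the halved counts. Each explanation offered is a hypothesis found and tested on the same data.

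The first pattern was the number of differences itself. Of the 10 splits of the 6 libraries into groups of 3, 1, the real one, gave as many as 2307 called genes, and 1 gave as many as 631 genes over 2-fold. The 9 other splits gave 0 called genes, with 176 to 1564 genes at an unadjusted p under 0.05. For gene sets 2 of the 10 splits gave as many as 7 called sets, and for chromosomes 2 of the 10 splits gave as many as 3. Every other split sets 2 libraries of one genotype against 1, so it keeps part of the genotype difference, and 10 splits cannot give a share under 0.1. The number of called sets is therefore weak evidence at this preset correlation. A trend on GC content and length as the whole cause is opposed by the 90.2% of calls that were made again with it removed.

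Low counts were mostly even, 81.7% of all values from 1 to 10. Counting of both mates of a read pair as separate reads is a candidate explanation, because the excess faded with depth to 51.5% above 1000 counts. Such counting would overstate the precision of low counts. It does not account for the differences between genotypes, since 96.0% of the called genes were called again with halved counts. No biological explanation was tested for this pattern.

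The chromosome 14 shift of 0.53 was not the work of a few genes, since 85.9% of its tested genes lay higher in the knockout. Genes of other autosomes matched on GC content and length had a median log2 fold change of -0.0218 over 1000 draws, which argues against a bias from base composition or length. The knockout library nearest 0 had a shift of 0.54, so no single library carried it. The ratio to WT of 1.46 and the rise of every window are consistent with 3 copies of chromosome 14 in the knockout line against 2 in WT, which would give 1.5 if expression followed copy number. The interval of 1.43 to 1.49 lies slightly under 1.5, so an added copy in most but not all cells, or partial compensation, stays open. The range of ratios accepted as near 1.5 was set after the ratio was known. Loss of E-cadherin as such and the history of one derived line cannot be told apart here, because the labels do not say whether the 3 knockout libraries came from separate lines.

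The chromosome 1 shift of -0.32 had the same breadth in the other direction, with 82.4% of its genes lower. Matched genes of other autosomes had a median of -0.0233, and the knockout library nearest 0 had a shift of -0.29. Whole-copy differences in every cell are opposed by the ratio of 0.801, whose interval starts at 0.788. A ratio of 0.5 would follow from 1 copy in each knockout cell against 2 in WT, and a ratio of 0.667 from 2 copies against 3, again if expression followed copy number. A copy difference in part of the cells of one line cannot be told apart from partial compensation. With that reading, the ratio of 0.801 may arise from an added copy of chromosome 1 in 49.7% of WT cells or from a single copy in 39.8% of knockout cells. With the medians of both chromosomes removed, 71 of the 297 genes called on chromosome 1 and 44 of the 320 called on chromosome 14 were called again, so most calls there go with the shift of the chromosome as a whole. Including genes called only then, the totals were 110 and 65.

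Ddx3y, Uty and Eif2s3y were near 0 in every knockout library. Knockout cells of the other sex are opposed by the X chromosome, whose genes had a median shift of 0.0229 (camera adjusted p 0.449). Xist rose from 10.8 CPM to 16.5 CPM (adjusted p 0.0421 in edgeR's quasi-likelihood test), but 11.5% of its exon bases lie under opposite-strand genes. With the strand setting unknown, no conclusion on sex was drawn from Xist. Female cells that had lost one X are not excluded by these values. Loss of the Y chromosome from most knockout cells is a candidate explanation. The 8 other counted genes in the first 3 Mb of the Y kept 7.71% of their WT level, with 10 counts in the knockout against 130 in WT. The 3 other tested Y genes, which lie outside the first 3 Mb, were not lower. Gm21742 among them was higher (log2 fold change 1.15, adjusted p 0.00771 in edgeR's quasi-likelihood test). Mid1-ps1 resembles an X-linked gene and multi-copy sequence was not resolved, so reads of these 3 genes may stem from other chromosomes. They do not show that part of the Y was kept, and whether the whole chromosome was lost stays open. A loss that happened in culture and an effect of the knockout were not separated.

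Meg3, Rian and Mirg were near 0 in every knockout library, with 0.130% of the WT level of Meg3 left. A deletion that also removes the genes on both sides is opposed by 20 tested genes within 1 Mb of the region, whose median log2 fold change was 0.0104, ranging from -0.91 to 0.89, with 0 called and 3 at an unadjusted p under 0.05. Silencing of the imprinted region and a deletion inside it cannot be told apart from counts per gene. Rtl1, which is transcribed from the opposite strand and normally from the other parental copy, was also low, at 0.103 CPM against 2.34 CPM in WT. Dlk1 was not called, but only knockout replicate C, at 8.58 CPM, kept it from being lower, since replicates A and B had 3.43 CPM and 2.62 CPM against 4.73 CPM to 6.60 CPM in the WT libraries. Of the exon bases of Rtl1, 8.12% lie under small RNA genes of the opposite strand, so a contrast between Rtl1 and Dlk1 is uncertain.

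The knockout libraries kept 30.9% of the WT level of Cdh1. WT cells mixed into the knockout cultures would bring the Y-linked and imprinted transcripts along with Cdh1. The highest level left among Ddx3y, Uty, Eif2s3y, Meg3 and Rian was 2.75%, so such cells do not account for the Cdh1 reads. A transcript of the disrupted gene that lacks part of its sequence stays open and was not tested, since exon-level counts were not analysed here.

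Tdrd12, Aurkc, Fkbp6 and Fmr1nb, chosen after their values were seen, are genes with known roles or expression in germ cells, and they were lower in the knockout, with log2 fold changes of -2.08, -3.30, -2.19 and -2.22. A list of 25 other germline genes was written before its values were seen. Its 23 tested members had a median of -0.39, with 9 called lower, 1 higher and 12 when adjusted over the list alone. The set was lower by camera (p 6.4e-06) and by fry (p 0.0164) in these libraries, and not with an estimated correlation (p 0.125). None of its genes is on the fixed lists. A modest fall of germline genes as a set is consistent with these values, and its cause was not tested.

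Sox7, Sox17 and Gata4 rose by log2 fold changes of 2.18, 2.15 and 1.70. Sox7 and Gata4 are on chromosome 14, whose shift of 0.53 covers only part of their rise. A separate list of 19 extra-embryonic endoderm genes tested whether a larger share of such cells may be present in the knockout cultures. The 18 tested members had a median of 1.01, with 13 called higher and 0 lower, 17 and 0 at an unadjusted p under 0.05, and 17 when adjusted over the list alone. The set rose by camera (p 7.1e-14) and by fry (p 0.0170), and not with an estimated correlation (p 0.0742). Without chromosomes 1, 14 and Y its median was also 1.01. Of its genes, 2 are on the fixed lists, and 8 were above 100 CPM in WT. Among those 8, 7 were higher, from 0.33 for Serpinh1 to 1.60 for Lama1, and Lrp2 had a log2 fold change of -0.31 (standard error 0.25). A larger share of endoderm-like cells and a rise of these genes within the stem cells cannot be told apart in RNA from whole cultures. The neuroectoderm genes fell in the same libraries, so a general gain of differentiated cells of every kind is opposed by these data.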
